# RNA Sequencing of Cardiac in a Rat Model Uncovers Potential Target LncRNA of Diabetic Cardiomyopathy

**DOI:** 10.3389/fgene.2022.848364

**Published:** 2022-04-13

**Authors:** Yangbo Xi, Dongping Chen, Zhihui Dong, Hingcheung Lam, Jiading He, Keyi Du, Can Chen, Jun Guo, Jianmin Xiao

**Keywords:** diabetic cardiomyopathy, long non-coding RNA, transcriptome sequencing, bioinformatic analyses, ceRNA

## Abstract

**Background:** Diabetic cardiomyopathy (DCM) is one of the major causes of heart failure in diabetic patients; however, its pathogenesis remains unclear. Long non-coding RNAs (lncRNAs) are involved in the development of various cardiovascular diseases, but little is known in DCM.

**Objective:** The present study was conducted to investigate the altered expression signature of lncRNAs and mRNAs by RNA-sequencing and uncovers the potential targets of DCM.

**Methods:** A DCM rat model was established, and the genome-wide expression profile of cardiac lncRNAs and mRNAs was investigated in the rat model with and without DCM by RNA-sequencing. Bioinformatics analysis included the co-expression, competitive endogenous RNA (ceRNA) network, and functional enrichment analysis of deregulated lncRNAs and mRNAs.

**Results:** A total of 355 lncRNA transcripts and 828 mRNA transcripts were aberrantly expressed. The ceRNA network showed that lncRNA XR_351927.3, ENSRNOT00000089581, XR_597359.2, XR_591602.2, and XR_001842089.1 are associated with the greatest number of differentially expressed mRNAs and AURKB, MELK, and CDK1 may be the potential regulatory targets of these lncRNAs. Functional analysis showed that these five lncRNAs are closely associated with fibration, cell proliferation, and energy metabolism of cardiac myocytes, indicating that these core lncRNAs have high significance in DCM.

**Conclusions:** The present study profiled the DCM-specific lncRNAs and mRNAs, constructed the lncRNA-related ceRNA regulatory network, and identified the potential prognostic biomarkers, which provided new insights into the pathogenesis of DCM.

## Introduction

Diabetic cardiomyopathy (DCM) is a diabetes mellitus (DM)–induced pathophysiological condition characterized by abnormal cardiac function and structure in the absence of hypertension, coronary artery disease, and valvular heart disease (Ritchie and Abel, 2020) and is one of the major causes of heart failure in diabetic patients. Reportedly, the prevalence of cardiac dysfunction in patients with type 1 diabetes mellitus (T1DM) and T2DM is 14.5 and 35%, respectively (Bouthoorn et al., 2018; Tan et al., 2020). Although the number of studies on DCM increased exponentially over the past decade, and the pathogenesis of this condition is yet unclear.

Accumulating evidence has shown that long non-coding RNAs (lncRNAs) play critical roles in the pathology and physiology of cardiovascular diseases (CVDs) and can be used as potential targets for the diagnosis and prevention of CVDs (Uchida and Dimmeler, 2015). LncRNAs are endogenous RNA transcripts longer than 200 nucleotides that do not have protein-coding potential. However, they are significant molecules in almost every gene function and regulation level, including cell proliferation, epigenetic regulation, and genomic imprinting (Wang and Sun, 2020). Some studies indicated that lncRNAs are potential regulators of various CVDs due to their function in cardiomyocyte proliferation, differentiation, cardiac gene expression, and cardiac remodeling (Ritchie and Abel, 2020).

LncRNAs have an mRNA-like structure with a 5′-end methylated cap and a 3′-end poly-A tail and act as competitive endogenous RNAs (ceRNAs) to regulate mRNA expression by interaction with the shared miRNAs on target genes (Salmena et al., 2011). This participates in the occurrence and development of various CVDs (Li et al., 2019), including congenital heart disease (Wang and Yuan, 2019; Zhang et al., 2021), cardiac hypertrophy (Viereck et al., 2020), heart failure (Li et al., 2019), and cardiac fibrosis (Hao et al., 2019) by epigenetic regulation of target genes. However, few studies have focused on the role of lncRNAs in DCM development, and the lncRNA-related ceRNA regulation in DCM is yet to be clarified.

DCM occurs as a result of hyperglycemia-induced impairment of myocardial function. A streptozocin (STZ)-induced rat model of T1DM has been generated to study the impact of diabetes on the heart. In the present study, we established the DCM rat model and investigated the altered expression signature of lncRNAs and mRNAs by RNA-sequencing. Furthermore, we conducted bioinformatics analysis of the deregulated lncRNA–mRNA with co-expression, ceRNA network, and functional enrichment analysis. The parallel analysis of lncRNA and mRNA expression profiles allowed us to evaluate the impact of lncRNA deregulation and their potential pathogenetic role in DCM.

## Methods

### Establishment of the Animal Model and Echocardiographic Analysis

The animal study was reviewed and approved by the Medical Ethics Committee of the Dongguan Affiliated Hospital of Jinan University. After overnight fasting, the model group rats (8 weeks old, male, *n* = 25) were injected a single dose of streptozocin (STZ) solution (1% in citrate saline, freshly prepared, 50 mg/kg, intraperitoneal (i.p.)). The control group rats (8 weeks old, male, *n* = 12) were injected (i.p.) with equivalent doses of citrate saline (STZ solvent) and fed under the same conditions. Three rats were housed together in a cage and given adequate water and standard rat chow. The blood glucose level was measured 5 days after i.p. injection. The rats with blood glucose >16.7 mmol/L for two consecutive days were presumed to be diabetic.

For echocardiographic analysis, the rats were anesthetized with 2% (vol/vol), 50 mg/kg phenobarbital (H20057384), and echocardiography was performed after 20 weeks post-intraperitoneal injection. The left ventricle internal dimension at end-diastole (LVID;d), left ventricle internal dimension at end-systole (LVID;s), left ventricle posterior wall thickness at end-diastole (LVPW;d), and interventricular septum thickness at end-diastole (IVS;d) were measured by M-mode tracing using an L15-7io probe (Ultrasound Transducer Bothell, WA, United States) (*n* = 11 in the control group, *n* = 25 in the model group). The percentage of fractional shortening (FS) was calculated as follows: [(LVEDD-LVESD)/LVEDD] × 100 and ejection fraction (EF) percentage using the equation: [(EDV−ESV)/EDV)] × 100, where EDV represents end-diastolic volume and ESV represents end-systolic volume.

### Estimation of Histological and Blood Parameters

After administering anesthesia with 70 mg/kg phenobarbital, thoracotomy was performed to collect blood by puncturing with a syringe needle in the left ventricle. The blood insulin, glucagon, total cholesterol (TC), triglyceride (TG), high-density lipoprotein cholesterol (HDL-c), low-density lipoprotein cholesterol (LDL-c), brain natriuretic peptide (BNP), cardiac troponin I (cTn I), and creatinine (Cr) were measured using assay kits (Nanjing Jiancheng Bio.: A111-A113-2-1, CUSABIO: CSB-E07972r, CSB-E08594r, CSB-E05070r, CSB-E12800r, China). (*n* = 4 in the control group, *n* = 5 in the model group).

After overdosing with anesthesia, the myocardium from the left ventricles of the rats was harvested (*n* = 5 for each group). For histological analysis, the freshly harvested myocardium samples were fixed with 4% paraformaldehyde, embedded in paraffin, sectioned into 4-μm-thick slices, and stained with hematoxylin and eosin (H&E, BBC Biochemical) and Masson’s trichome staining (Abcam, ab150681). To further analyze the ultrastructural changes in the cardiomyocytes, transmission electron microscopy analysis was conducted at the Guangzhou Huiyuanyuan Pharmaceutical Technology Co., Ltd. For this, the myocardium samples were fixed with 2.5% glutaraldehyde and 1% osmium acid, rinsed with 0.1 M phosphate buffer, embedded in paraffin, sectioned into 50–70 nm thick slices, and observed under a transmission electron microscope (Japan Electron Optics Laboratory Co., Ltd., JEM-1400 PLUS).

### Tissue Collection and RNA-Sequencing

For RNA-sequencing, the myocardium harvested from the left ventricle of rats was immediately snap-frozen at −80°C before RNA extraction. Total RNA was extracted from heart samples using the mirVana miRNA Isolation Kit (Ambion) following the manufacturer’s protocol. RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). The samples with RNA integrity number (RIN) ≥7 were subjected to subsequent analysis. The libraries were constructed using TruSeq Stranded Total RNA with Ribo-Zero Gold, according to the manufacturer’s instructions, sequenced on the Illumina sequencing platform (HiSeqTM 2500), and 150-bp/125-bp paired-end reads were generated. The RNA-depleted RNA-seq was carried out at the laboratory of Shanghai OE Biotech Company.

### RNA-Sequencing Data Validation by RT-qPCR

To validate the expression profile data obtained from RNA-sequencing, we selected eight lncRNAs and eight mRNAs that met the screening criteria for validation using RT-qPCR. Total RNA was isolated from five samples each from the control and model groups. An equivalent of 1 μg RNA was converted to complementary DNA (cDNA) as per the manufacturer’s guidelines (Takara, RR047Q, Japan). The expression level of lncRNA and mRNA was determined by RT-qPCR using Universal SYBR qPCR Master Mix (Biosharp, BL697A, China). PCR was performed on an SLAN-96S instrument (Shanghai Hongshi Medical Technology Co., Ltd., China) using a PrimeScript^™^ RT reagent Kit (Takara, RR047Q, Japan) and the reaction conditions were as follows: pre-denaturation at 95°C for 3 min, 40 cycles of denaturation at 95°C for 5 s, and annealing at 60°C for 1 min. The PCR reaction consisted of 10.0 μl of SYBR Mix, 1.0 μl of PCR forward primer, 1.0 μl of PCR reverse primer, 1.0 μl of the cDNA template, and 7.0 μl of RNase-free dH_2_O in a total volume of 20 μl. *GAPDH* was used as the internal reference for real-time PCR. The relative expression of the target gene was calculated using the 2^−ΔΔCt^ method. The primers are listed in Table 1.

**TABLE 1:** List of primer sequences for RT-qPCR.

	Forward (5′-3′)	Reverse (5′-3′)
mRNA		
Bok	5′-CCC​AGC​GTA​TAT​CGG​AAT​GTG​G-3′	5′-CAC​TAC​CTT​GCC​CCA​TGT​GA-3′
Hmox1	5′-CTT​CCC​GAG​CAT​CGA​CAA​CC-3′	5′-AAT​GTT​GAG​CAG​GAA​GGC​GG-3′
Ckb	5′-GAC​GTT​CCT​GGT​GTG​GAT​CA-3′	5′-GAG​TGA​GGC​CAG​TGC​AGA​AT-3′
Pla2g7	5′-GTT​CCA​AGG​CTC​TCA​GTG​CAA-3′	5′-CTC​ACG​GGA​AAC​ATC​CAC​GG-3′
Col1a2	5′-TAC​AAC​GCA​GAA​GGG​GTG​TC-3′	5′-TCC​AGG​TAC​GCA​ATG​CTG​TT-3′
Col3a1	5′-CCC​TGA​ACT​CAA​GAG​CGG​AGA-3′	5′-ACC​AGC​ATC​TGT​CCA​CCA​GT-3′
Eno3	5′-ATC​AGT​GGG​GAG​AAG​CTC​GG-3′	5′-CCC​AGC​CAT​TAG​ACT​GTG​CC-3′
Hmox1	5′-CTT​CCC​GAG​CAT​CGA​CAA​CC-3′	5′-AAT​GTT​GAG​CAG​GAA​GGC​GG-3′
GAPDH	5′-ACC​ACC​ATG​GAG​AAG​GCT​GC-3′	5′-CTC​AGT​GTA​GCC​CAG​GAT​GC-3′
lncRNA		
XR_001842342.1	5′-TTC​TTG​CCC​CTC​CTT​CCT​AGT-3′	5′-GGA​ACA​TCA​GCG​GAG​ACC​CT-3′
XR_590344.2	5′-TGG​AAG​AAG​AGG​GCC​ACC​AA-3′	5′-CAG​ATC​AGG​CTG​ACG​GCA​AG-3′
XR_357664.3	5′-ACG​AGA​TAA​GCC​GGA​TGC​AAG-3′	5′-CGG​GTG​CAA​AGT​GTA​GTG​GT-3′
XR_350940.2	5′-AAA​GTG​TTC​TTG​CCC​CTC​CTT-3′	5′-AGA​CCG​TCA​ACA​GCT​TAG​CC-3′
XR_349856.3	5′-TAT​ACA​CAT​TGC​GGG​GCC​AAC-3′	5′-AGA​AAT​GCC​CAC​AGC​AGT​AGT-3′
XR_146366.4	5′-GCA​GCC​AGA​AGC​AAA​TGA​GC-3′	5′-GAC​CAA​GCA​CCA​GCT​ATG​GG-3′
XR_001842089.1	5′-TTG​GCT​GGT​TTT​TCT​GGG​CAT-3′	5′-ACC​AAA​CCC​CAG​CAT​ATC​GG-3′
ENSRNOT80276	5′-GGA​GCA​CTG​CCC​TGG​TTA​GA-3′	5′-CTC​GTT​TCT​CGT​GGG​CGT​TC-3′

### Bioinformatic Analysis

The raw reads generated during high-throughput sequencing are in the FASTQ format. In order to obtain high-quality reads for subsequent analysis, the raw reads were subjected to a quality filter. Trimmomatic (Bolger et al., 2014) was first used for adapter removal, and then low-quality bases and N-bases or low-quality reads were filtered out. Using HISAT2 (Kim et al., 2015) to align clean reads to the reference genome of the experimental species, the sample was assessed by genomic and gene alignment. Stringtie software (Pertea et al., 2015) was utilized to assemble the reads, and the new transcript was spliced. Then, the candidate lncRNA transcripts were selected by comparing the gene annotation information of the reference sequence produced by Cuffcompare (Trapnell et al., 2012) software. Finally, transcripts with coding potential were screened out by CPC (Kong et al., 2007), Pfam (Finn et al., 2006), and PLEK (Li et al., 2014) to obtain lncRNA-predicted sequences.

Subsequently, Size Factors function of the DESeq (2012) R package was used to normalize the counts, and nbinom test function was applied to calculate the *p*-value and fold-change values for the comparison of differences. The differential transcripts with *p*-values ≤ 0.05 and fold change ≥ 2 were selected to identify the differentially expressed lncRNAs and mRNAs. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment and Gene Ontology (GO) analysis of differentially expressed mRNAs (DE-mRNAs) were conducted using the SWISS-PROT database (http://www.gpmaw.com) and online analysis tool KAAS (http://www.genome.jp/tools/kaas/).

### Construction of the ceRNA Network

In order to construct the ceRNA regulatory network, the miRNA data (FASTA file) rno_miRNA.fa were obtained from the miRBase platform (www.mirbase.org).The miRNA–mRNA and lncRNA–miRNA interactions were predictive analyses by miRanda (v3.3a). The ceRNA score was calculated using the MuTaME (H. Wang et al., 2020), and the *p*-value of the ceRNA interactions was based on the hypergeometric distribution (Liu K. et al., 2013).

Pearson’s correlation test was used to calculate the correlation between the expression of differential lncRNA (length <6000 nt) and differential mRNA expression data: the correlation of the pair was >0.8 or < −0.8 and *p* < 0.05. The positively related mRNA–lncRNA co-expression interactions were screened out. The ceRNA network was based on the intersection interactions between the co-expression and ceRNA score. The lncRNA–miRNA–mRNA (ceRNA) interaction regulatory network was integrated using Cytoscape software (v3.7.2).

## Results

### General Characteristics and Echocardiography of Animals

The plasma and echocardiographic parameters of the animal are shown in Figure 1 and Table 2. The rats of the control group lost weight at 1 week after the STZ injection, and the body weight was significantly lesser than that of the age-matched rats of the control group up to 20 weeks of follow-up (*p* < 0.05). The blood glucose level of the model group rats increased significantly within 1 week after the STZ injection compared to the control group and remained at a higher level (>16.7 mmol/L) for up to 20 weeks post follow-up (Figures 1A,B). The histological analysis revealed that the spaces between cardiomyocytes in diabetic hearts are enlarged with disorders of myocardial cell arrangement compared to control hearts, indicating altered cellular structure. Masson’s staining showed massive fibrosis in the diabetic myocardium (Figure 1E). At the ultrastructural level, cardiomyocytes in diabetic hearts were damaged with the loss of sarcomeres, and the pathological changes in the mitochondrial shape involved loss or reorientation of cristae and matrix depletion (Figure 1F). Furthermore, the level of BNP was substantially elevated in blood from 20-week diabetic rats compared to that in the control hearts (*p* < 0.05), indicating hyperglycemic damage to the myocardium. Simultaneously, no significant differences were detected in HDL-c, LDL-c, TG, TC, and Cr levels among the groups (Table 2). The blood level of insulin and glucagon decreased significantly in the model group, indicating impaired islet function after intraperitoneal injection of STZ.

**FIGURE 1:**
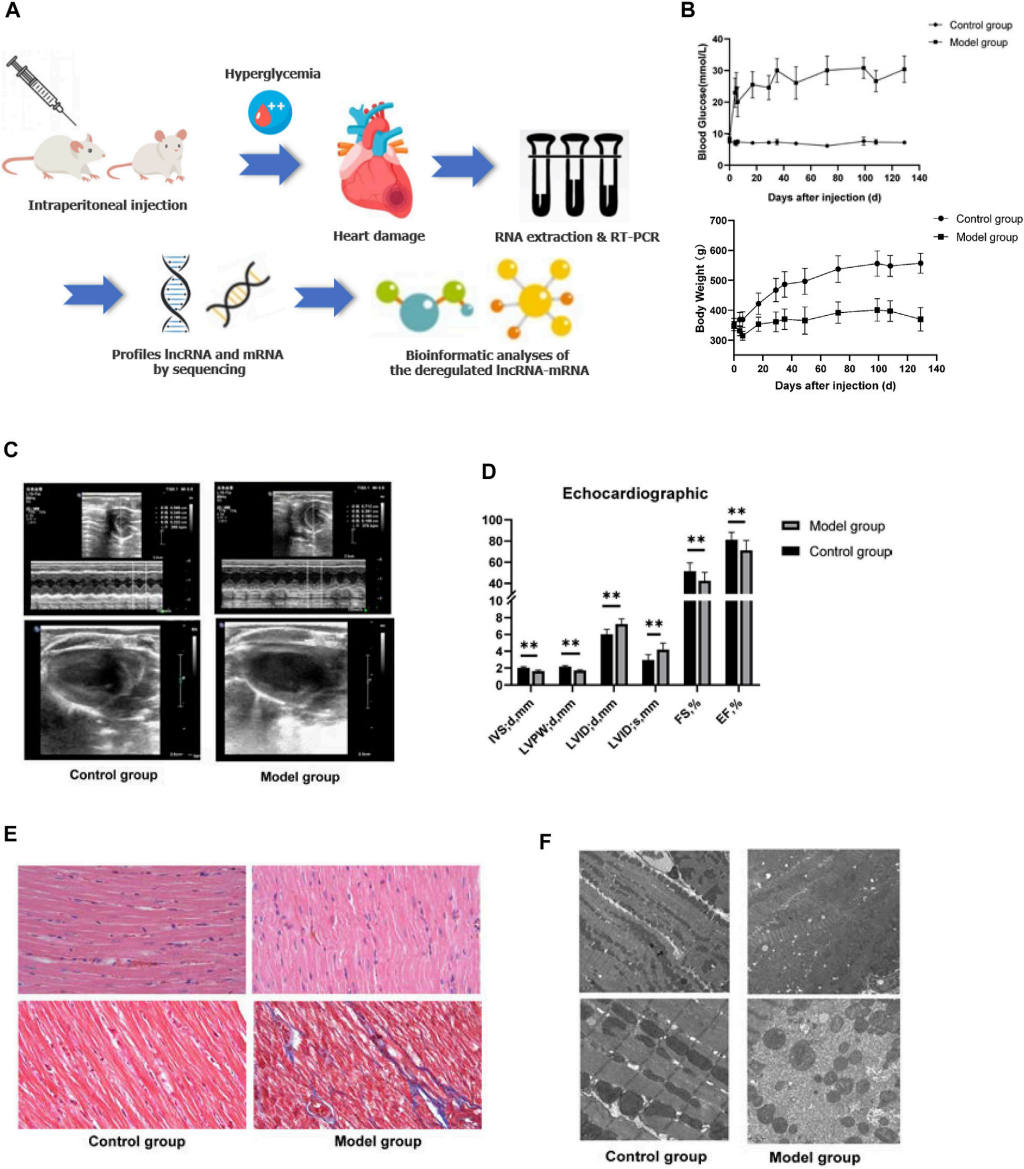
General characteristics of the animal model. **(A)** Schematic depiction of the experimental design. **(B)** Blood glucose and body weight of the animals in the two groups after STZ injection. **(C**,**D)** Echocardiography of the animal model. Left ventricle internal dimension at end-diastole (LVID;d), left ventricle internal dimension at end-systole (LVID;s), ejection fraction (EF), fractional shortening (FS), left ventricle posterior wall thickness at end-diastole (LVPW;d), interventricular septum thickness at end-diastole (IVS;d). Data are represented as mean ± SEM, **p < 0.05. **(E)** HE (upper part), and Masson’s (lower part) staining. Masson’s staining identified massive fibrosis in the diabetic myocardium. **(F)** Transmission electron microscopy observed that cardiomyocytes in diabetic hearts appear damaged with loss of sarcomeres and pathological changes in the mitochondrial shape involving loss or reorientation of cristae and matrix depletion.

**TABLE 2:** Plasma parameters of animals.

	Control group	Model group	*p*-value
TC, mmol/L	1.70 ± 0.14	1.54 ± 0.16	0.610
TG, mmol/L	1.23 ± 0.26	0.83 ± 0.37	0.112
LDL-c, mmol/L	0.99 ± 0.26	0.79 ± 0.39	0.394
HDL-c, mmol/L	1.48 ± 0.25	1.59 ± 0.26	0.532
Cr, μmol/L	60.08 ± 31.58	32.80 ± 9.64	0.106
BNP, pg/ml	1129.65 ± 472.17	4356.79 ± 2112.40	0.021
cTn I, pg/ml	60.83 ± 12.91	54.55 ± 7.17	0.382
Insulin, nUI/ml	901.61 ± 49.80	320.66 ± 113.43	<0.001
Glucagon, pg/ml	52.86 ± 9.84	26.19 ± 18.01	0.033

TC, total cholesterol; TG, triglyceride; LDL-c, low-density lipoprotein cholesterol; HDL-c, high-density lipoprotein cholesterol; Cr, creatinine; BNP, brain natriuretic peptide; cTn I, cardiac troponin I, data are represented as mean ± SEM.

The assessment of cardiac contractile function revealed that the echocardiogram analysis of the control and model group had significantly increased LVID and left ventricular volume (LVEV) at both end-diastole and end-systole, while IVS, LVPW, FS, and EF were significantly decreased in the model group at 20 weeks compared to those of the age-mated control group (*p* < 0.05). These data suggested that hyperglycemia causes cardiac dysfunction and cardiomyopathy (Figures 1C,D).

### LncRNA and mRNA Expression Profile in the Rat Model

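Left ventricular myocardium was sequenced from 5 control rats and from 5 model rats made diabetic with streptozotocin (STZ), a compound toxic to the insulin-producing β-cells of the pancreas. Model rats received 50 mg/kg STZ at 8 weeks of age, and control rats received its solvent. The paper followed the animals for 20 weeks after the injection, whereas the series record gives 96 days after the injection and the sample labels an age of 22 weeks. Each rat gave 1 library of total RNA depleted of ribosomal RNA, so the spread between libraries is the spread between animals. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 and assembled transcripts with StringTie. The counting program and the genome build are not given in the sources used here. The deposited counts cover 22601 mRNAs and 15633 lncRNA transcripts. The mRNA counts summed to 24202309 to 28179386 per control rat (median 26689532) and to 25959367 to 28803519 per model rat (median 27821427). The lncRNA counts were whole numbers for 45.6% of the transcripts and summed to 3155765 to 4087185 per control rat (median 3578339) and 3660166 to 4662815 per model rat (median 4209075).
Of the mRNAs, 27 whose symbols had turned into dates were left out. The counts were rounded to whole numbers, and mRNAs and lncRNA transcripts were tested in separate fits with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. After a filter on low counts, 13893 mRNAs and 2368 lncRNA transcripts were tested. Levels are given as CPM, the count scaled to a common library total by TMM, with the SD over 5 rats, and log2 fold changes as model over control with a standard error (SE) derived from the size of the fold change and its F statistic. The biological coefficient of variation was 0.201 for mRNAs and 0.645 for lncRNA transcripts, so that the lncRNA values are less precise. In counts simulated from these libraries, edgeR recovered 78 of 100 mRNAs changed 2-fold among 13792 mRNAs, against 2 of 100 lncRNA transcripts among 2216. For 4-fold changes, 92 of 100 mRNAs and 49 of 100 lncRNA transcripts were recovered. The simulation drew each feature independently and changed far fewer mRNAs than the 2922 called in the data. These rates are therefore not the power of the main fits.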

In order to uncover the deregulated genes and lncRNA expression, RNA-sequencing on the myocardium from both DCM rats (*n* = 5) and normal rats (*n* = 5) was performed. The lncRNA/mRNA expression profile in the rat myocardium is shown in Figures 2A–D. Among 22,601 mRNAs and 15,633 lncRNAs transcripts, 339 mRNAs and 182 lncRNAs were upregulated and 489 mRNAs and 227 lncRNAs were downregulated in the model group (fold change >2.0 and *p* < 0.05) (Supplementary Table S1). In addition, the hierarchical clustering analysis revealed that the regulatory profiles of mRNAs and lncRNAs differed significantly between the DCM rats compared to the controls (Figures 2C,D).

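Pik3c2g, a class II phosphoinositide 3-kinase, rose from 1.47 ± 1.13 CPM in control rats to 48.7 ± 23.1 CPM in model rats (SD, n = 5 each), a log2 fold change of 5.07 (SE 0.55). Gpihbp1, which carries lipoprotein lipase to the capillary wall, rose from 48.7 ± 20.3 to 198 ± 44.0 CPM, and Decr1, an enzyme of the β-oxidation of unsaturated fatty acids, from 159 ± 31.2 to 607 ± 107 CPM. Igfbp3, a binding protein of insulin-like growth factors, rose 3.97-fold. In the other direction, Myh6, the α-myosin heavy chain of the adult rat ventricle, fell from 14264.5 ± 2068 to 1771 ± 1393 CPM, a log2 fold change of -3.01 (SE 0.50). Card9, an adaptor of innate immune signalling, fell from 35.4 ± 10.8 to 2.46 ± 1.80 CPM. The potassium channel gene Kcnk2 and Gcgr, which encodes the glucagon receptor, had log2 fold changes of -2.06 (SE 0.21) and -1.87 (SE 0.27). For each of these mRNAs every model rat lay on the same side of every control rat, and the adjusted p from edgeR ranged from 8.440e-05 for Decr1 to 0.00330 for Myh6. Myh6 and its paralog Myh7 may share reads.
Across the 13893 mRNAs tested with edgeR, 1425 were higher and 1497 lower in the model group at an adjusted p under 0.05. At an unadjusted p of 0.05 or less and a fold change of 2 or more, 246 mRNAs were higher and 363 lower. Among 2368 lncRNA transcripts, 8 were higher and 23 lower at an adjusted p under 0.05, and 66 were higher and 112 lower at the unadjusted p with the fold change. The lncRNA count rests on all 10 rats: leaving out 1 rat at a time gave 3 to 23 transcripts in place of 31.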

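The 5 model rats and the 5 control rats separated in both RNA classes without any choice of changed genes. Over all tested mRNAs, the distance between libraries (1 minus the Spearman correlation of log2 CPM) was 0.0254 ± 0.00521 between the groups and 0.0144 ± 0.00255 within them (mean ± SD over pairs of libraries). For lncRNA transcripts it was 0.235 ± 0.0183 between and 0.207 ± 0.0180 within the groups. The difference had a p of 0.00794 for both classes in an exact one-sided permutation test over every split of the libraries, the smallest p that 5 rats against 5 allow. The first principal component held 35.7% of the variance of the mRNAs and 17.9% of that of the lncRNA transcripts, and placed every model rat on the other side of every control rat. In hierarchical clustering on all tested mRNAs, the top 2 branches placed 10 of 10 libraries with their group. On all tested lncRNA transcripts they placed 7 of 10, the smaller branch holding 2 libraries.
The groups did not overlap for 2192 of the tested mRNAs (15.8%) and for 156 of the lncRNA transcripts (6.59%), where chance gives 0.794%. The mRNA of Pla2g7 and that of Ckb were among those with no overlap, as was lncRNA XR_591602.2. From the clustering of the changed transcripts, the paper concludes that the expression profiles of mRNAs and lncRNAs differed between DCM rats and controls.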

**FIGURE 2:**
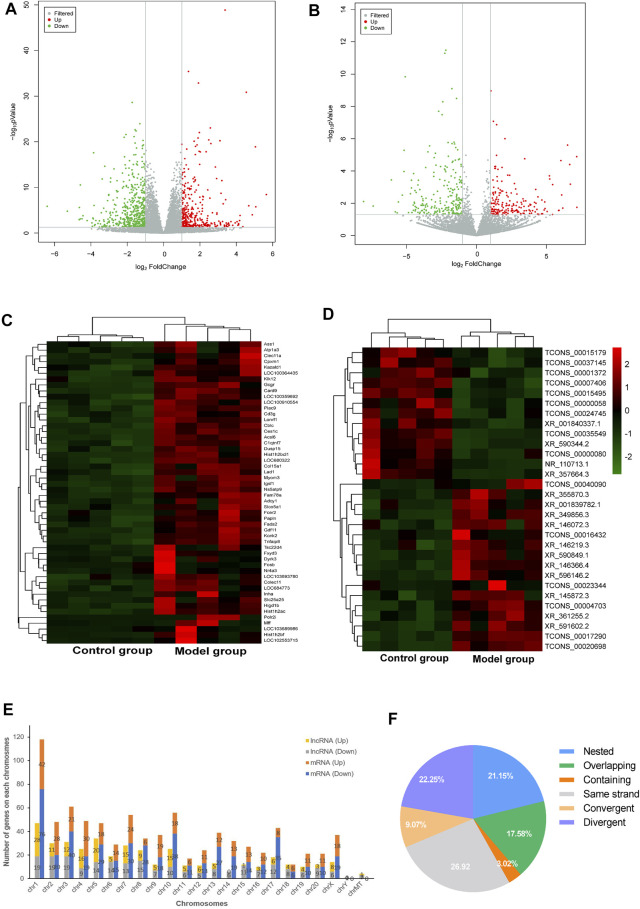
LncRNA and mRNA expression profile of the rat myocardium. **(A**,**B)** Volcano plots show DE-mRNAs **(A)** and lncRNAs **(B)** in the two groups. The red and green points represent up- and downregulated mRNAs/lncRNAs (compare to the control group), respectively. The horizontal green line depicts *p < 0.05, whereas the vertical green line shows a two-fold change in up and downregulation. **(C**,**D)** Hierarchical clustering analysis presents differentially expressed mRNAs **(C)** and lncRNAs **(D)** and red and green represent up- and down regulated mRNAs/lncRNAs with ≥ two-fold changed, respectively (3 < FPKM<50). **(E)** Chromosomal distribution of deregulated mRNAs and lncRNAs. **(F)** Intergenic lncRNAs included convergent, divergent, and same strand accounting for 58% and genic lncRNAs included containing, nested, and overlapping were accounted for 42%.

The chromosomal distribution of deregulated lncRNAs is shown in Figure 2E. Chromosome 1 had the maximum number of deregulated lncRNAs and mRNAs. 

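Among the mRNAs that Table S1 places on chromosome 1, LOC100912195 rose from 10.1 ± 3.77 to 106 ± 19.9 CPM (SD, n = 5 rats each). Cyp2e1, a cytochrome P450 that oxidizes small molecules and ketone bodies, rose from 10.3 ± 5.18 to 63.2 ± 18.7 CPM, and Ech1, an enzyme of peroxisomal and mitochondrial β-oxidation, from 786 ± 190 to 1785 ± 251 CPM. Among the lower mRNAs, Kif22 and Kif11, which encode motor proteins of the mitotic spindle, fell from 5.01 ± 1.32 to 1.30 ± 0.588 CPM and from 3.10 ± 0.826 to 1.05 ± 0.197 CPM. Table S1 places Cyp2e1 from 213511892 to 213522195 on the plus strand, Ech1 from 87009798 to 87015996 on the plus strand and Kif22 from 198461406 to 198476430 on the minus strand, in a genome build not given in the sources used here. The adjusted p values of these 5 mRNAs from edgeR ran from 1.256e-04 for LOC100912195 to 0.00124 for Kif11.
Chromosomes were taken from the first 560 of the 827 mRNAs of Table S1, the part used here. Of these, 81 lie on chromosome 1, and 57 of them were tested. At an unadjusted p of 0.05 or less and a fold change of 2 or more, 16 were higher and 40 lower in model rats. Chromosome 3 followed with 9 higher and 25 lower, and chromosome 17 with 4 higher and 29 lower. These are counts with no test, since the number of genes on each chromosome was not available from a table of the same build, and lncRNA transcripts were not placed on chromosomes here. The study chose the mRNAs of Table S1 by these thresholds on these same libraries, so that most of them pass is not independent evidence.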

The classification of differently expressed lncRNAs in the rat myocardium of the two groups is shown in Figure 2F. Intergenic and genic lncRNAs accounted for 58 and 42% of differently expressed lncRNAs in the DCM rat myocardium, respectively.

### Validation of lncRNAs and mRNAs by RT-qPCR Analysis

The RNA-sequencing data were validated by RT-qPCR. The results showed that the expression levels of the mRNAs *Bok*, *HMOX1*, *Pla2g7*, and *Hmgcs2* were upregulated, whereas those of *Ckb*, *Clo1a2*, *Clo3a1*, and *Eno* were downregulated in the rat myocardium (Figure 3A). Similarly, the expression levels of the lncRNAs XR_357664.3, XR_350940.2, XR_349856.3, XR_146366.4, XR_001842089, and ensrnot80276 were upregulated, while those of XR_3001842342.1 and XR_590344.2 were downregulated in the rat myocardium (Figure 3B). The RT-qPCR results were consistent with the RNA-sequencing data in both lncRNAs and mRNAs.

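Of 7 mRNAs chosen for RT-qPCR, 2 were higher and 5 lower in the RNA-sequencing counts of model rats. Pla2g7, a lipoprotein-associated phospholipase, rose from 20.3 ± 1.78 to 76.3 ± 24.7 CPM (SD, n = 5 rats each), and Hmox1, which degrades heme, from 31.3 ± 6.64 to 102 ± 38.6 CPM. Among the lower mRNAs, Col1a2 and Col3a1, which encode fibrillar collagen chains, fell from 97.0 ± 20.9 to 21.7 ± 8.54 CPM and from 770 ± 162 to 267 ± 65.4 CPM. The muscle enolase gene Eno3 fell from 465 ± 93.9 to 142 ± 55.4 CPM and the creatine kinase gene Ckb from 152 ± 17.2 to 66.8 ± 12.8 CPM. Bok, which encodes a pro-apoptotic member of the BCL-2 family, fell from 14.9 ± 4.61 to 6.53 ± 1.79 CPM, a log2 fold change of -1.19 (SE 0.22). In edgeR the adjusted p values of these 7 mRNAs ran from 2.502e-04 for Ckb to 0.00355 for Bok, and the groups did not overlap for any of them.
Of the 8 lncRNAs, 2 rose and 3 fell at an adjusted p under 0.05 from edgeR. XR_357664.3 rose from 53.4 ± 15.8 to 143 ± 45.0 CPM and XR_590344.2 from 136 ± 31.4 to 365 ± 86.6 CPM. XR_001842342.1 fell from 34.8 ± 8.68 to 6.22 ± 3.43 CPM, XR_146366.4 from 101 ± 35.5 to 32.9 ± 8.05 CPM and XR_349856.3 from 549 ± 122 to 256 ± 63.9 CPM. The other lncRNAs did not pass: XR_350940.2 had a log2 fold change of 0.89 (SE 0.31, adjusted p = 0.201 from edgeR), ENSRNOT00000080276 one of 0.11 (SE 0.26, adjusted p = 0.923) and XR_001842089.1 one of -1.08 (SE 0.28, adjusted p = 0.0789). Each of the 5 lncRNA calls was lost in several of the fits that left out 1 rat.

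**Figure D1:**
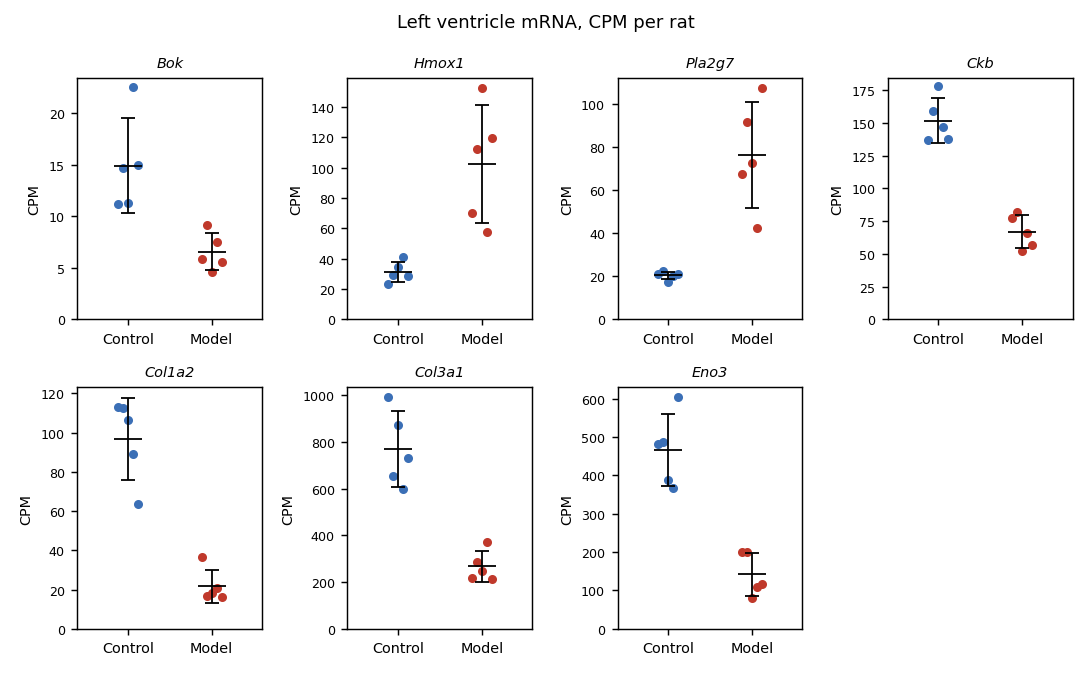
CPM (linear axis from 0) of 7 mRNAs chosen for RT-qPCR in the left ventricle of control and model rats. Each point is 1 rat, and the bars give the mean and SD of 5 rats. Bok lies lower in model rats (6.53 against 14.9 CPM), as do Ckb, Col1a2, Col3a1 and Eno3, while Hmox1 and Pla2g7 lie higher.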

**FIGURE 3:**
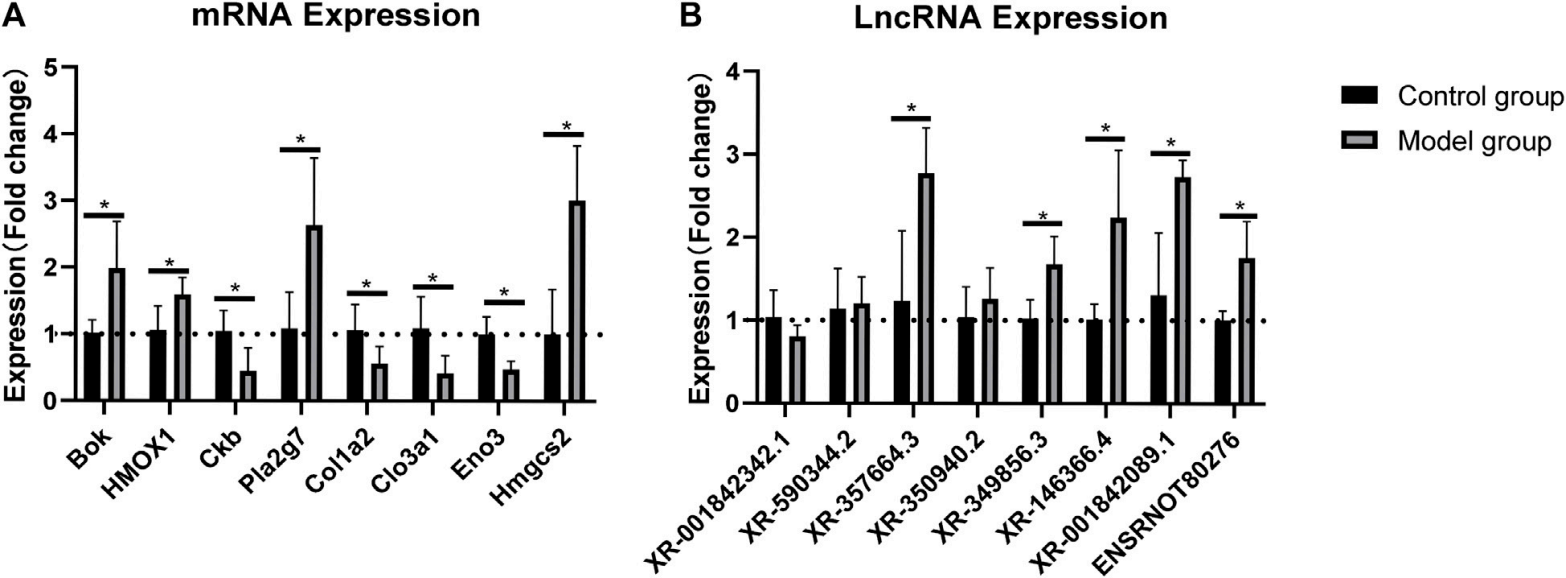
Validation of lncRNAs and mRNAs by RT-qPCR analysis. Relative expression of each lncRNA and mRNA was normalized to that of *GAPDH*. Data are represented as mean ± SEM, *p < 0.05.

### Functional Enrichment Analysis of DE-mRNAs

GO and KEGG pathway analyses were performed to determine the potential function of DE-mRNA. GO enrichment analysis consists of three levels: molecular function, biological process, and cellular component; each one explains the biological function of the genes at different levels. The results showed that the upregulated mRNAs were associated with regulation of wound healing (GO:0042060), oxidation–reduction process (GO:0055114), angiogenesis (GO:0001525), response to hypoxia (GO:0001666), and regulation of apoptotic process (GO:0008284 and GO:0008285) (Figure 4A), while the downregulated mRNAs were associated with cell division processes such as chromosome segregation (GO:0007059), mitotic cytokinesis (GO:0000281 and GO:0000278), and cell division (GO:0051301) (Figure 4B) at the biological process level. 

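Of the genes that the paper lists under wound healing, 7 of 9 tested rose in model rats, among them Lox, which cross-links collagen (log2 fold change 1.76, SE 0.18), Tgfa, a ligand of the EGF receptor (2.35, SE 0.26), and the leptin receptor gene Lepr (1.09, SE 0.17). Under the oxidation-reduction process 13 of 18 tested rose, including Hadhb of the mitochondrial trifunctional protein (1.01, SE 0.12), Pir (1.14, SE 0.13) and the glutathione transferase gene Mgst1 (1.17, SE 0.17). Angiogenesis had 6 of 8 higher, the response to hypoxia 9 of 11 and the positive regulation of the apoptotic process 6 of 10, including Rassf6 (3.18, SE 0.36). No listed gene of these terms was lower. Each of the genes named had an adjusted p under 0.05 from edgeR, from 2.391e-04 for Lox to 0.00117 for Lepr. The listed genes were chosen by the study on these same libraries, so their direction is not independent evidence.
Genes of mitosis and cell division fell together. Of 38 tested members of a list, 32 were lower and none was higher with edgeR (34 lower when adjusted over the list alone). The list was written before the counts were examined, but after part of Table S1, which reports these same libraries, had been seen. It is therefore not fully independent evidence. The spindle genes Nusap1, Prc1 and Tpx2 had log2 fold changes of -1.62 (SE 0.18), -2.10 (SE 0.25) and -1.56 (SE 0.22), and the proliferation marker Mki67 fell from 11.9 ± 2.84 to 3.58 ± 1.05 CPM (SD, n = 5 rats each). The median log2 fold change of the list was -1.52. The set test camera gave an adjusted p of 7.988e-21 at a preset correlation of 0.01, and an adjusted p of 0.247 with an estimated correlation. T cell markers were lower beside them, with 4 of 9 members past the test, no member higher (8 lower when adjusted over the list alone) and a median of -0.87: Cd3g, Cd3d, Cd8a and Cd5 encode surface proteins of T cells, and the call of Cd5 was lost in 11 of its 21 alternatives.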

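Of the genes listed by the paper for the extracellular space, which the study chose on these same libraries, 27 of 34 tested were higher in model rats and none was lower. For the extracellular matrix 4 of 7 tested were higher, among them the membrane-bound collagenase gene Mmp14 (log2 fold change 1.13, SE 0.27), Spon2 (1.74, SE 0.44) and Sfrp2, a secreted Wnt antagonist (1.63, SE 0.42). Under the proteinaceous extracellular matrix, 6 of 10 tested were higher, including the cell-surface proteoglycan gene Gpc3 (1.73, SE 0.29). For the membrane 21 of 24 tested were higher, among them Prkg1, a cGMP-dependent protein kinase (1.01, SE 0.12), and the potassium channel gene Kcna4 (1.44, SE 0.22). The adjusted p from edgeR ran from 3.676e-04 for Prkg1 to 0.0195 for Sfrp2, whose call was lost in 1 of 21 alternatives, and that of Mmp14 in 2.
The genes behind the nuclear terms are not listed in the part of Table S2 used here. A pair of lists of nuclear proteins stands in their place, written before the counts were examined but with part of Table S1 seen. Of 30 tested genes of replication-dependent histones, which package newly made DNA, 12 were lower and 3 higher (14 and 3 when adjusted over the list alone). Hist1h1b fell from 15.5 ± 3.79 to 5.55 ± 0.686 CPM (SD, n = 5 rats each). Of 31 genes of DNA replication and S phase, 8 were lower and none was higher (8 and 0 when adjusted over the list alone), among them Uhrf1 (log2 fold change -1.50, SE 0.25), the ribonucleotide reductase gene Rrm2 (-1.60, SE 0.27) and Mcm10 (-0.95, SE 0.17). The camera test gave adjusted p values of 1.418e-05 for the histones and 0.00139 for replication, both 0.520 with an estimated correlation. Histone genes are near-identical copies and may share reads.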

In the category of cellular component, the upregulated mRNAs were enriched in the extracellular matrix (GO:0031012 and GO:0005615) and membrane (GO:0016020) (Figure 4A), while the down deregulated mRNAs were associated with the nucleus (GO:0005634) and nucleoplasm (GO:0005654) (Figure 4B). For molecular function, the deregulated mRNAs were related to protein homodimerization activity (GO:0042803), iron ion binding (GO:0005506), DNA binding (GO:0003677), and ATP binding (GO:0005524) (Figures 4A,B) (Supplementary Table S2).

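Of 16 tested genes listed by the paper for protein homodimerization activity, 15 were higher in model rats. Sqstm1, the autophagy receptor p62, had a log2 fold change of 1.38 (SE 0.11), and Myh7, the β-myosin heavy chain that is abundant in slow and fetal muscle, one of 1.28 (SE 0.15), from 9085 ± 1916 to 22066 ± 2252 CPM (SD, n = 5 rats each). Foxp3, a transcription factor of regulatory T cells, had one of 1.63 (SE 0.22). For iron ion binding 7 of 8 tested genes were higher, among them Aox3, an aldehyde oxidase (1.51, SE 0.26), Dpyd, which degrades pyrimidines (1.28, SE 0.26), and the cytochrome P450 gene Cyp4f1 (1.06, SE 0.24). None of the tested genes of either term was lower. All 6 mRNAs passed edgeR, with adjusted p values from 8.440e-05 for Sqstm1 to 0.00896 for Cyp4f1. The direction of the listed genes is not independent evidence, since the study chose them on these libraries. Reads of Myh7 may be shared with Myh6. Genes under DNA binding are not listed in the part of Table S2 used here.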

**FIGURE 4:**
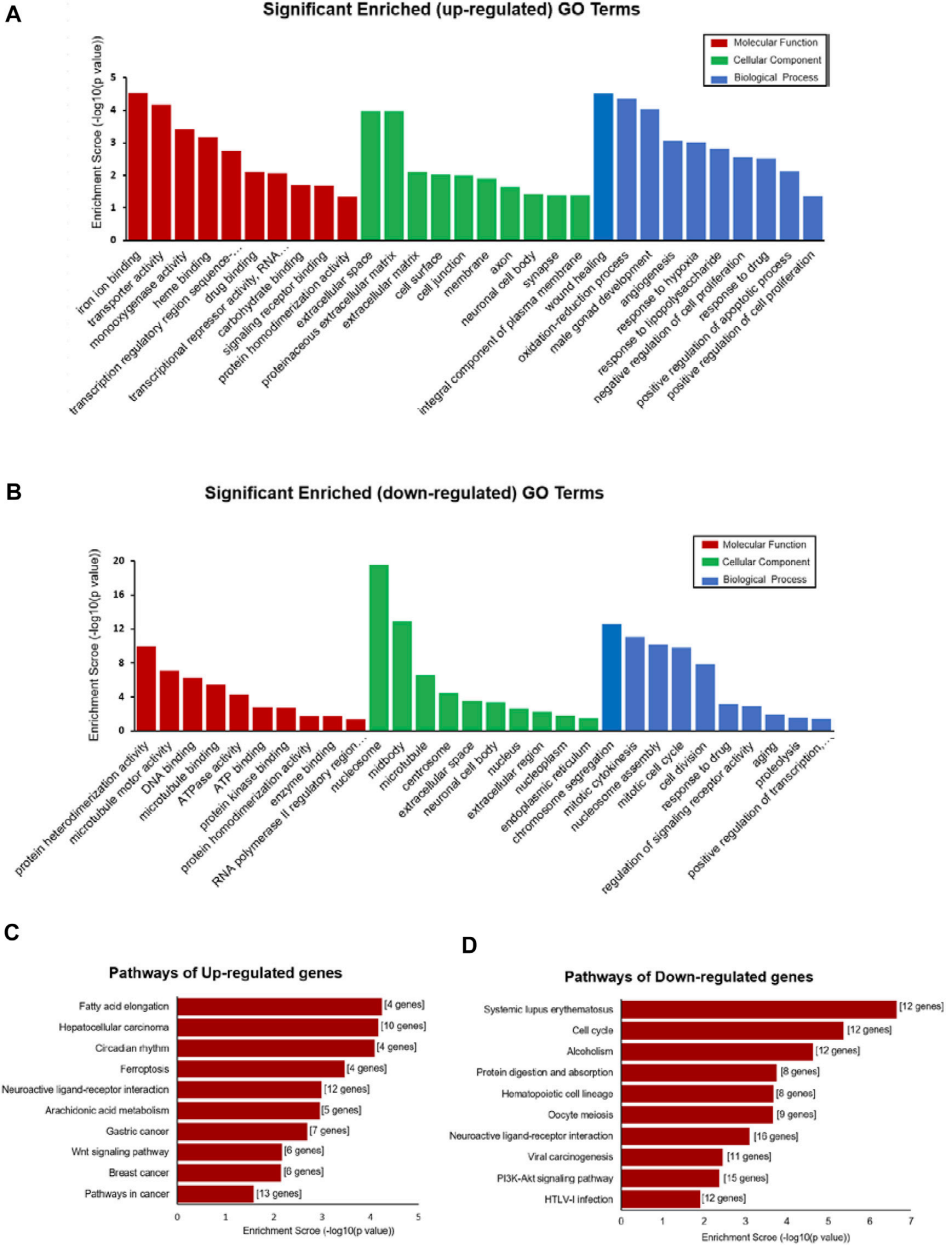
Functional enrichment analysis of DE-mRNAs. **(A**,**B)** Top 30 GO terms (comprises cellular component (CC), molecular function (MF), and biological process (BP)) consisting of significantly enriched upregulated GO terms **(A)** and downregulated GO terms **(B)**. **(C**,**D)** Pathways depict the significant difference among the control and DCM groups, significantly upregulated pathway terms, **(C)** and downregulated pathway terms **(D)**.

KEGG pathway enrichment analysis is used for functional annotation in order to elucidate the related functions and pathways of the differentially expressed genes. 

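Of the genes that the paper lists for the lower pathways, 9 of 11 tested fell in PI3K-Akt signaling, 9 of 11 in HTLV-I infection, 11 of 11 in viral carcinogenesis, 11 of 12 in the cell cycle and 10 of 12 in alcoholism, and none rose. Ywhah, a 14-3-3 adaptor protein, was shared by PI3K-Akt signaling, viral carcinogenesis and the cell cycle and had a log2 fold change of -1.10 (SE 0.11). The growth factor gene Fgf18 (-2.13, SE 0.37) and the G-protein subunit gene Gngt2 (-1.21, SE 0.25) were also lower in PI3K-Akt signaling. In the cell cycle, Ccna2, which encodes cyclin A2, had a log2 fold change of -2.03 (SE 0.30), the anaphase activator Cdc20 one of -1.25 (SE 0.22) and the spindle checkpoint kinase Ttk one of -2.73 (SE 0.48). In alcoholism the members were largely histone genes, with Hist1h3a at -2.07 (SE 0.26), Hist1h2ac at -2.03 (SE 0.29) and Hist1h2bk at -1.86 (SE 0.22). Histone genes are near-identical copies and may share reads. The adjusted p from edgeR ran from 1.997e-04 for Ywhah to 0.00649 for Gngt2. Over the whole sheet of lower pathways, 49 of 57 tested genes were lower and none was higher. The study chose these genes on the same libraries, so the direction is not independent evidence.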

Our KEGG pathway analysis results showed that the DE-mRNAs were associated with the PI3K-Akt signaling pathway (rno05166), viral carcinogenesis (rno05203), cell cycle (rno04110), and alcoholism (rno05034) (Figure 4D). The upregulated mRNA enrichment pathways included cancer (rno05200), Wnt signaling pathway (rno04310), fatty acid elongation (rno00062), and ferroptosis (rno04216) (Figure 4C and Supplementary Table S2). 

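All 4 genes listed by the paper for fatty acid elongation rose in model rats, and so did all 4 for ferroptosis, all 6 for Wnt signaling and 12 of 13 for pathways in cancer. Under fatty acid elongation stand 3 acyl-CoA thioesterases, which release fatty acids from coenzyme A: Acot1 (log2 fold change 4.55, SE 0.43), Acot4 (3.39, SE 0.65) and Acot2 (1.75, SE 0.21). These are paralogs that may share reads. Under ferroptosis, Cp, which encodes the iron oxidase ceruloplasmin, had a log2 fold change of 1.17 (SE 0.18), the lipoxygenase gene Alox15 one of 2.08 (SE 0.51) and Slc3a2, a subunit of the cystine transporter, one of 1.07 (SE 0.21). Under Wnt signaling, Frat1 and Frat2, which bind glycogen synthase kinase 3, rose by 1.53 (SE 0.24) and 1.68 (SE 0.26) on the log2 scale, and Wnt5b by 1.33 (SE 0.20). Under cancer, the thioredoxin reductase gene Txnrd1 rose by 1.13 (SE 0.18). The adjusted p from edgeR ran from 1.997e-04 for Acot1 to 0.0196 for Alox15. The study chose these genes on the same libraries.
Longer lists were written before the counts were examined, but with part of Table S1 seen. In these, 10 of 27 tested genes of Wnt signalling were higher and none was lower (10 and 0 when adjusted over the list alone). Among them were Sfrp1 (1.03, SE 0.13) and Dkk3 (1.16, SE 0.15), a secreted Wnt antagonist and a member of the Dickkopf family of secreted Wnt regulators. The camera test gave an adjusted p of 0.00316, and an adjusted p of 0.520 with an estimated correlation. Of 24 genes of ferroptosis and iron handling, 9 were higher and 3 lower (10 and 3 when adjusted over the list alone), with a camera adjusted p of 0.214. Of 19 genes of fatty acid elongation and acyl-CoA thioesterases, 5 were higher and 4 lower (6 and 6 when adjusted over the list alone), with a camera adjusted p of 0.685; Hacd1, a dehydratase of fatty acid elongation, was among the lower (-1.56, SE 0.14).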

The results suggested a major role of those pathways in the occurrence and development of DCM.

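Broader lists, written before the counts were examined but with part of Table S1 seen, were tested for other processes that the paper names. Those of angiogenesis, hypoxia targets, apoptosis and the clock had higher and lower members. Among 27 genes of angiogenesis, 3 were higher and 3 lower with edgeR (3 and 3 when adjusted over the list alone). The VEGF receptor gene Kdr (log2 fold change 0.81, SE 0.15) and the growth factor gene Figf (1.45, SE 0.29) rose, while Vegfb (-0.56, SE 0.12) and Apln (-1.12, SE 0.28), which encode secreted ligands, fell. Among 19 hypoxia targets 3 were higher and 3 lower (4 and 5 when adjusted over the list alone), with Edn1, which encodes the vasoconstrictor endothelin-1, at 1.13 (SE 0.25), the mitophagy receptor gene Bnip3 at 0.99 (SE 0.22) and Higd1a at -1.12 (SE 0.18). Of 26 genes of apoptosis 3 were higher and 2 lower (4 and 2 when adjusted over the list alone). Of 23 genes of wound healing and inflammation 5 were higher and none was lower (5 and 0 when adjusted over the list alone), including the growth factor gene Fgf7 (1.55, SE 0.37). Of 21 clock genes 4 were higher and 2 lower (7 and 2 when adjusted over the list alone), and Npas2, a clock transcription factor, rose 3.03-fold. The calls of Apln and Bnip3 were each lost in 1 of 21 alternatives.
The camera test gave an adjusted p of 0.0110 for wound healing and inflammation (0.520 with an estimated correlation) and did not call angiogenesis (0.754), hypoxia targets (0.769), apoptosis (0.588) or the clock (0.440). Over 41 lists, camera called 15 at a preset correlation and 0 with an estimated correlation, and fry, which asks whether the genes of a list move one way on balance, called 19. From the enriched pathways, the paper proposes that they have a major part in the occurrence and development of DCM.

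**Figure D2:**
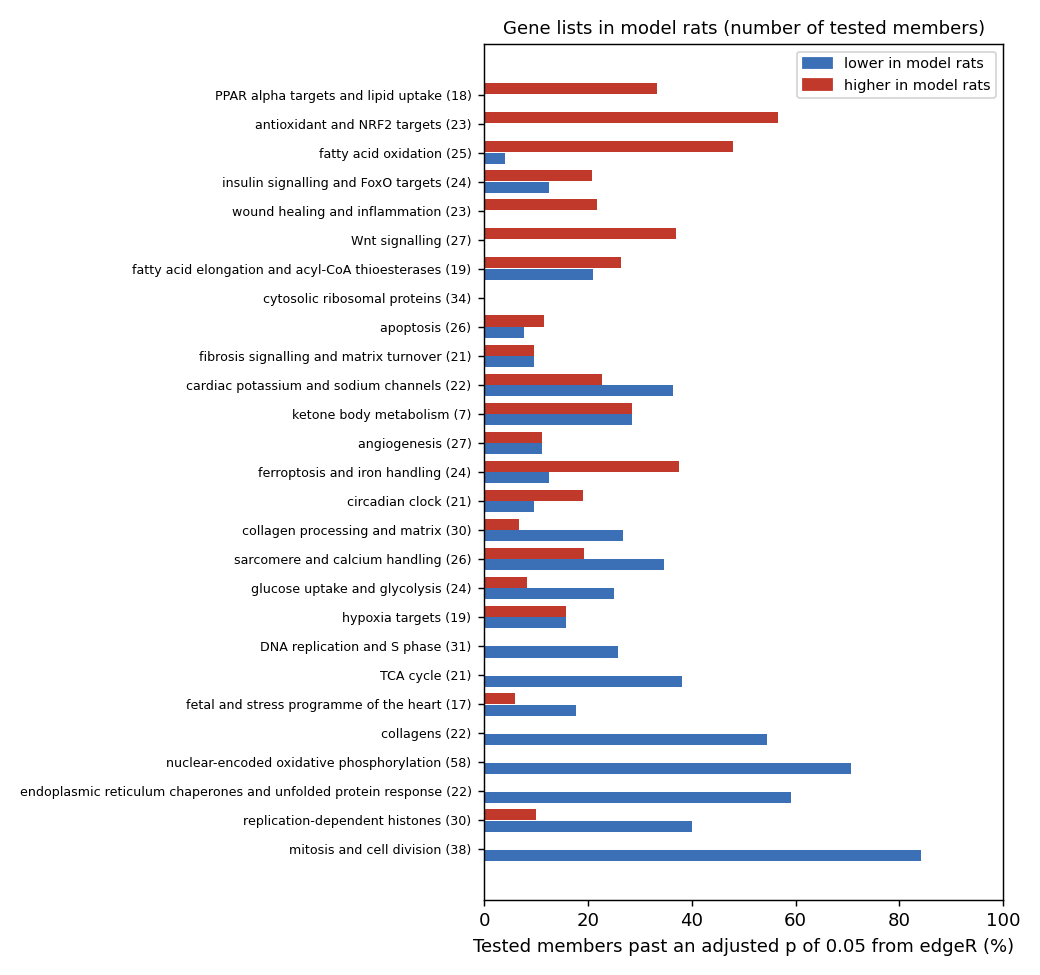
Share of the tested members of each list of processes (percent, axis from 0 to 100) that were lower or higher in model rats at an adjusted p under 0.05 from edgeR, with the number of tested members in brackets. Mitosis and cell division has 32 of 38 members lower, and angiogenesis has 3 of 27 on each side.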

### LncRNA–mRNA Co-expression and ceRNA Regulatory Network

The co-expression networks (CENs) are constructed based on the evaluation of the co-expression correlation between genes and lncRNAs according to the normalized intensity of the signal values. The CENs are commonly used to reveal the core regulatory lncRNAs. The significantly co-expressed lncRNAs–mRNAs (Pearson’s correlation >0.8 and *p* < 0.05) were integrated into CENs. 

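Connected lncRNAs and mRNAs differed in how their values were spread over the 10 rats. The transcript XR_001839431.1, joined to Myh7, lay between 5.59 and 7.89 FPKM in control rats and between 0.237 and 1.96 FPKM in model rats, while Myh7, the β-myosin heavy chain, lay between 1017 and 1663 FPKM in control rats and between 2912 and 3697 FPKM in model rats. TCONS_00028381 and Insig1, a regulator of cholesterol synthesis, both lay lower in control rats, at 22.7 to 40.8 FPKM and 23.2 to 44.4 FPKM, than in model rats, at 57.5 to 126 FPKM and 46.9 to 116 FPKM. In both model 3 was the highest rat. XR_357689.2 and the crystallin gene Crybb1 lay higher in control rats, at 2.21 to 3.97 FPKM and 7.98 to 13.4 FPKM. For TCONS_00031360 and LOC103689934, model 5 alone held 76.4% and 77.7% of the sum of FPKM over the 10 rats. These pairs are among the first 10 of the first 1998 of the 29289 connections of Table S3, the part used here, and were picked after their values had been seen.
In 91 of these 1998 pairs (4.55%) the same rat held over 50% of the sum in both partners, most often control 2 (36 pairs) and model 1 (17 pairs). Both partners were tested in 1234 pairs, and both passed an adjusted p of 0.05 from edgeR in 533. The 10 libraries form 2 separate groups with 5 rats each, and a coefficient over both groups would also carry the difference between them. No correlation is given, and the relation was not tested.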

Finally, 29,289 connections were identified between 385 lncRNAs and 827 mRNAs in the DCM rat myocardium (Supplementary Table S3). The top 10 KEGG level 1 enriched genes in the CENs are shown in Figure 5. KEGG level 1 category included cellular processes (CP), environmental information processing (EIP), genetic information processing (GIP), human diseases (HD), metabolism (Meta.), and organismal systems (OS).

**FIGURE 5:**
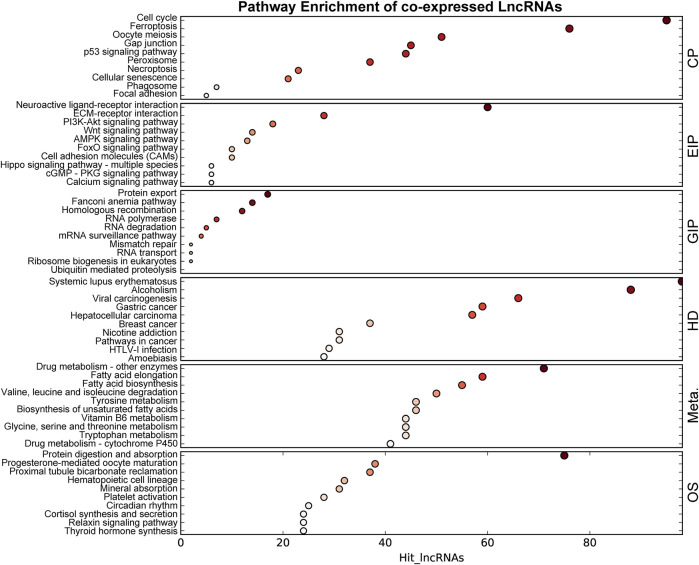
KEGG enrichment of genes in the co-expressed network. The size of the bubble represents the number of differential genes, and the bubble’s color represents enriched *p*-value. Hit_lncRNAs indicate the number of lncRNAs with co-expressed mRNAs. KEGG level 1 category included cellular processes (CP), environmental information processing (EIP), genetic information processing (GIP), human diseases (HD), metabolism (Meta.), and organismal systems (OS).

Next, we constructed the ceRNA regulatory networks based on the lncRNA–mRNA CENs. A total of 206,942 pairs of miRNA–mRNA interactions and 66,471 pairs of lncRNA–miRNA interactions were obtained. Then, the ceRNA network was constructed by integrating these interactions using Cytoscape software v3.7.2 (Figure 6). The top 200 miRNA–mRNA and lncRNA–miRNA and top 100 lncRNA–mRNA of the ceRNA interaction network are shown in Figures 6A–C and Supplementary Table S3.

**FIGURE 6:**
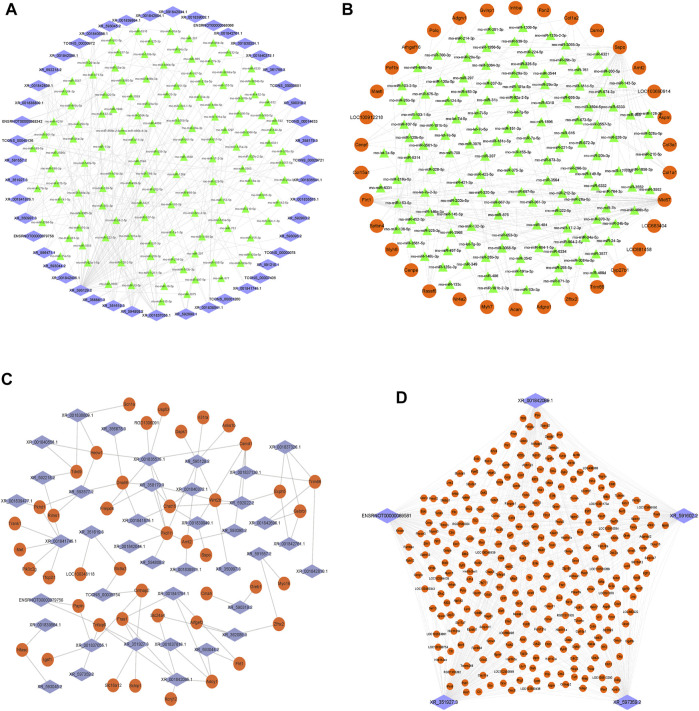
Construction of the lncRNA–miRNA–mRNA network. **(A)** Network of the top 200 miRNA–lncRNA interactions. **(B)** Network of the top 200 miRNA–mRNA interactions. **(C)** Network of the top 100 lncRNA–mRNA of ceRNA interactions. **(D)** Top five lncRNA XR_351927.3, ENSRNOT00000089581, XR_597359.2, XR_591602.2, and XR_001842089.1 connections with DE-mRNAs in the ceRNA network. The blue diamond represents lncRNAs, the green triangle represents miRNAs, and the orange circle represents mRNAs.

Among them, the lncRNA, XR_351927.3, ENSRNOT00000089581, XR_597359.2, XR_591602.2, and XR_001842089.1 have maximum connections with DE-mRNAs in the ceRNA network, indicating that these lncRNAs might comprise a significant core (Figure 6D and Supplementary Table S3). 

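All 5 core lncRNAs had lower CPM in model rats, with no overlap between the groups, though the study drew them from transcripts changed in these same libraries. XR_591602.2, the most abundant, fell from 438 ± 121 to 171 ± 37.1 CPM (SD, n = 5 rats each), a log2 fold change of -1.35 (SE 0.24). XR_351927.3 fell from 42.5 ± 6.27 to 14.3 ± 4.88 CPM (-1.57, SE 0.29). ENSRNOT00000089581 was at 39.1 ± 11.5 CPM in control rats and 4.76 ± 5.54 CPM in model rats, where 2 rats had no count (-3.04, SE 1.00). XR_597359.2 was at 20.5 ± 5.66 and 5.09 ± 2.86 CPM (-2.01, SE 0.42). XR_001842089.1 was at 82.8 ± 19.5 CPM in control rats, where control 1 lay apart at 48.9 CPM, and at 39.1 ± 10.8 CPM in model rats, where model 3 lay apart at 20.3 CPM. The adjusted p from edgeR was 0.0290 for XR_591602.2 and 0.0292 for XR_351927.3. It was 0.0502 for XR_597359.2, 0.0789 for XR_001842089.1 and 0.170 for ENSRNOT00000089581, which did not pass. Leaving out single rats ended the call of XR_591602.2 or of XR_351927.3 in most of these fits.
In Table S3, XR_351927.3 is joined to 175 mRNAs, ENSRNOT00000089581 to 116, XR_597359.2 to 110, XR_591602.2 to 109 and XR_001842089.1 to 108. Because the lncRNAs with most connections are these 5, the paper proposes that they form a core of the network.

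**Figure D3:**
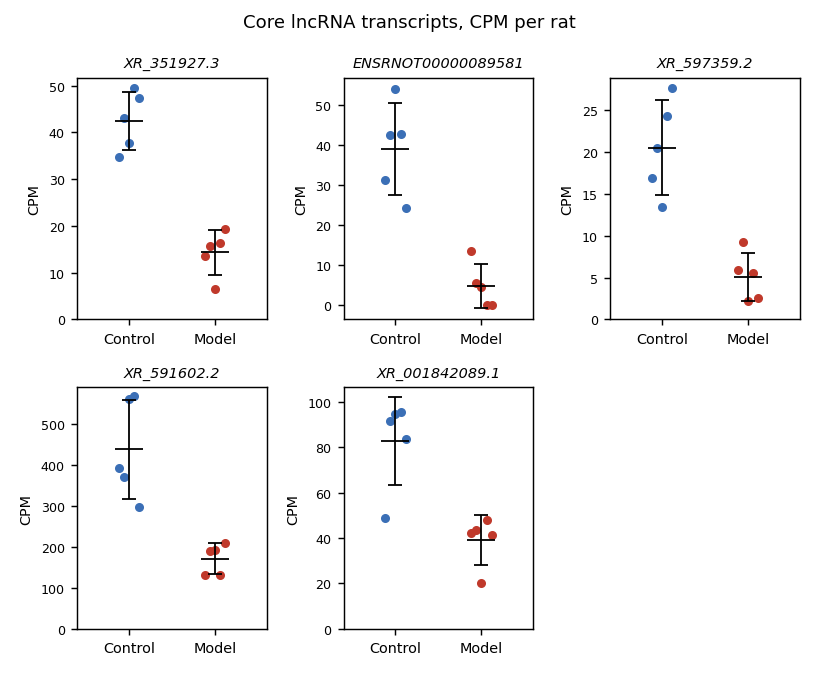
CPM of the 5 core lncRNAs in the left ventricle of control and model rats. Each point is 1 rat, and the bars give the mean and SD of 5 rats. XR_591602.2 lies at 438 CPM in control and 171 CPM in model rats, and ENSRNOT00000089581 is at 0 in 2 model rats.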

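The mRNAs joined to the 5 core lncRNAs in Table S3 were lower in model rats almost throughout. Of 280 such mRNAs 246 were tested, and 235 were lower, 11 did not pass and none was higher at an adjusted p under 0.05 from edgeR. Acsl6, which activates long-chain fatty acids, fell from 25.4 ± 3.06 to 7.72 ± 1.54 CPM (SD, n = 5 rats each), with an adjusted p of 8.440e-05 from edgeR. Igsf1, an immunoglobulin superfamily gene, had a log2 fold change of -1.30 (SE 0.11), and Tut1, a terminal uridylyltransferase of RNA, one of -1.12 (SE 0.11). Of the tested mRNAs joined to XR_351927.3, 155 of 156 were lower, to ENSRNOT00000089581 105 of 108, to XR_597359.2 95 of 97, to XR_591602.2 100 of 102 and to XR_001842089.1 90 of 94. The study kept positively correlated pairs among changed transcripts of these same libraries, and lncRNAs that are lower then bring mRNAs that are lower, so the shared direction is not independent evidence.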

Bioinformatics analysis revealed that these mRNAs related to the five lncRNAs are closely associated with fibration and energy failure. Some of these molecules were ARG1 and SERPINH1 related to collagen biosynthetic process (GO:0032964); GREM1, COL1A2, LUM, SERPINH1, and SCX related to collagen fibril organization (GO:0030199); MELK, UHRF1, CKS2, CDK1, MKI67, FAM83D, CD34, AURKB, E2F8, and BOK related to cell proliferation (GO:0008283); TOP2A, KIF14, ATP1A3, BUB1B, TTK, KIF11, AURKB, P2RY1, PBK, NEK2, CKB, EPHB1, POLQ, UBE2C, PLK1, ACSL6, KIF24, KIF23, NEK2L1, KIF22, MASTL, ASS1, MYO16, CIT, SBK2, CENPE, MELK, KIF18B, KIFC1, KIF4A, CDK1, TUT1, KIF20A, KIF20B, FKBP4, MYH6, and TTLL9 related to ATP binding (GO:0005524). 

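Genes of collagen and of cell proliferation were lower in model rats. Serpinh1, the chaperone of procollagen, fell from 367 ± 139 to 136 ± 14.8 CPM (SD, n = 5 rats each) and Lum, a proteoglycan that orders collagen fibrils, from 195 ± 24.6 to 86.3 ± 27.2 CPM. Scx, a transcription factor of tendon and matrix genes, fell from 39.9 ± 10.3 to 15.5 ± 4.10 CPM. Both tested genes of the collagen biosynthetic process were lower, although the call of Arg1 (log2 fold change -1.19, SE 0.35) was lost in 7 of 21 alternatives. All 4 tested genes of collagen fibril organization were lower, and Grem1 had too few counts to be tested. Of the 10 genes of cell proliferation 9 were lower, among them Cks2 (-1.41, SE 0.32) and Cd34, which encodes a surface protein of endothelial and progenitor cells and fell from 228 ± 19.2 to 115 ± 25.0 CPM. E2f8 did not pass (log2 fold change -1.55, adjusted p = 0.0674 from edgeR). Of the 34 tested genes of ATP binding 33 were lower and none was higher, with Fkbp4, a co-chaperone of HSP90, at -1.01 (SE 0.13).
These groups were chosen by the study on the same libraries. The paper reports massive fibrosis on staining of the diabetic heart, a measure of tissue that the lower collagen mRNAs do not give. A list of 22 collagen genes was written before the counts were examined, but with part of Table S1 seen. In it 12 were lower and none was higher (13 and 0 when adjusted over the list alone), among them Col8a1 (-0.74, SE 0.13) and Col18a1 (-0.59, SE 0.11). The camera test gave an adjusted p of 1.156e-05, and an adjusted p of 0.520 with an estimated correlation. Of 30 genes of collagen processing and matrix, 8 were lower and 2 higher (10 and 3 when adjusted over the list alone), and limma's camera gave an adjusted p of 0.106. Sparc, a collagen-binding matrix protein, was lower (-0.80, SE 0.13). Of 11 fibroblast markers 3 were lower and none was higher (3 and 0 when adjusted over the list alone), namely Col1a1 (-1.02, SE 0.22), Thy1 and Tcf21, and limma's camera gave an adjusted p of 0.314.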

The deregulated mRNAs, *AURKB*, *MELK*, and *CDK1*, repeated multiple enrichment in related items might be associated with the pathogenesis of DCM.

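Aurkb, a kinase of chromosome segregation and cytokinesis, fell from 2.32 ± 0.914 to 0.794 ± 0.143 CPM (SD, n = 5 rats each), a log2 fold change of -1.54 (SE 0.29, adjusted p = 0.00328 from edgeR). Melk, a kinase expressed in dividing cells, fell from 1.46 ± 0.595 to 0.355 ± 0.186 CPM (-2.04, SE 0.39, adjusted p = 0.00353 from edgeR). Cdk1, the kinase that drives entry into mitosis, fell from 3.66 ± 0.885 to 1.33 ± 0.489 CPM (-1.45, SE 0.27, adjusted p = 0.00302 from edgeR). For each of them every model rat was below every control rat. These are low levels in the left ventricle, far below those of collagen or sarcomere genes in the same libraries. From their repeated appearance among the enriched terms, the paper proposes a link of Aurkb, Melk and Cdk1 with the pathogenesis of DCM.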

## Discussion

Previous studies indicated that diabetes has adverse effects on the different cell types of the heart, including endothelial cells, fibroblasts, and cardiomyocytes. DCM is attributed to hyperglycemia-induced impairment of myocardial function, and heart failure is the endpoint of DCM. In the present study, we used STZ to induce diabetes and established a DCM animal model (Liu Z.-W. et al., 2013; Riehle and Bauersachs, 2018). STZ is a glucosamine-nitrosourea similar to the glucose molecule that needs to be transported into the cells alone by the low-affinity glucose transporter (GLUT2) on islet β-cells, destroying the islet β-cells, resulting in insulin synthesis, decreased secretion, and disrupted glucose metabolism; currently, it is the most widely used chemical inducer in diabetic animal models (Bonnevie-Nielsen et al., 1981). The present study confirmed that STZ-induced rats exhibit decreased body weight and plasma insulin levels. Furthermore, our rat model also confirmed that STZ-induced diabetes leads to a pronounced DCM characterized by myocardial fibrosis, mitochondrial dysfunction, and associated diastolic and systolic dysfunction, which is similar to that observed previously (Joffe et al., 1999; Xie et al., 2020; Yu et al., 2021). In addition, RNA-sequencing of cardiac tissue uncovers a large number of DE-lncRNAs and mRNAs, indicating that lncRNA epigenetic regulation plays a major role in heart damage during the diabetic state. Several studies have demonstrated the regulatory role of lncRNAs in various CVDs (Liu et al., 2018; Lv et al., 2018). The lncRNA can target and modulate the physiological functions of cardiomyocytes (Uchida and Dimmeler, 2015; Y.; Wang et al., 2020) and regulate them in a cell-type/tissue-specific manner (Ritchie and Abel, 2020). The role of lncRNAs in CVDs has gained increasing attention. Thus, it is essential to focus on the role of lncRNAs in DCM. Whole-transcriptome profiling of lncRNAs and mRNAs was conducted in the DCM animal model, which opened up new possibilities to explore the lncRNA dysregulation in the pathogenesis of DCM.

The RNA-sequencing results revealed significant differences in lncRNA/mRNA expression between the DCM and control groups. Next, we identified 409 lncRNAs aberrantly expressed in the myocardium of DCM rats. However, further investigation is required to identify the potential lncRNA targets for DCM progression and pathogenesis. 

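Besides the lncRNAs of the network and of RT-qPCR, TCONS_00035549 rose from 627 ± 54.1 to 1272.5 ± 179 CPM (SD, n = 5 rats each), a log2 fold change of 1.02 (SE 0.17). XR_001839949.1 rose from 14.7 ± 2.74 to 33.7 ± 2.72 CPM (1.19, SE 0.19). In the other direction, TCONS_00012326 fell from 134 ± 35.2 to 29.2 ± 8.70 CPM (-2.20, SE 0.26) and TCONS_00020698 from 56.9 ± 12.0 to 11.8 ± 4.51 CPM (-2.27, SE 0.28). Their adjusted p values from edgeR were 0.0215 for TCONS_00035549 and for XR_001839949.1, 0.00665 for TCONS_00012326 and 0.00675 for TCONS_00020698. The calls of TCONS_00035549 and XR_001839949.1 were each lost in 9 of 21 alternatives, and that of TCONS_00020698 in 1. These transcripts were picked after the values had been seen, as the 2 with the smallest p in each direction among the called transcripts with counts in every rat and outside the groups of the paper. None of them is paired with a gene symbol in the reference table used for names (assembly GRCr8), which matched 45 of the 2368 tested lncRNA transcripts, so nothing is said here of what they do. Of the 2368 transcripts, 330 had an unadjusted p under 0.05.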

Diabetes and CVDs are associated with genetic predisposition (Dahlstrom and Sandholm, 2017; Sandholm and Groop, 2018). These deregulated lncRNAs in this study were not evenly distributed on 21 chromosomes. As shown in Figure 2E, chromosome 1 has the maximal number of deregulated lncRNAs compared to other chromosomes, indicating that chromosome 1 may be susceptible to DCM pathology. Based on the correlation between lncRNAs and their affiliated protein-coding genes, lncRNAs are subdivided into the following types: genic lncRNA (lncRNA overlapping a protein-coding transcript at one or more nucleotides, including containing, nested, and overlapping) and intergenic lncRNA (lincRNA, lncRNA not overlapping a protein-coding transcript, including convergent, divergent, and same strand) (Ransohoff et al., 2018). The CEN results showed that 80% of lincRNAs were co-expressed with their neighboring genes, indicating that lincRNA should be studied with respect to the underlying regulatory mechanisms. The CENs indicated that 80% of lincRNAs and their adjacent genes were co-expressed in a similar direction, which could be useful to decipher the underlying regulatory mechanisms. Many aberrantly expressed lincRNAs in DCM suggest that lncRNAs may regulate the development of DCM *via* protein-coding genes.

Moreover, our results showed that the expression of several mRNAs was dysregulated in DCM. Taken together, 827 mRNAs were found to be differentially expressed in DCM. Consistent with the distribution of deregulated lncRNAs, chromosome 1 had the maximum number of DE-mRNAs. Based on the GO and KEGG analyses, upregulated genes were significantly enriched for pathways in cancer (rno05200), neuroactive ligand–receptor interaction (rno04080), fatty acid elongation (rno00062), oxidation–reduction process (GO:0055114), and cell proliferation (GO:0008285 and GO:0008284), whereas downregulated mRNAs were significantly enriched with neuroactive ligand–receptor interaction (rno04080), PI3K-Akt (rno04151), protein homodimerization activity (GO:0042803), microtubule motor activity (GO:0003777), and ATPase activity (GO:0016887). Previous studies depicted that the signaling pathways, such as fatty acid elongation, cell proliferation, and oxidation–reduction processes, are associated with DCM pathogenesis. Some studies confirmed that diabetes patients have a high prevalence of cancer, viral infections, and tuberculosis (Blumenthal et al., 2017; Desbois and Cacoub, 2017). Therefore, we speculated that these regulated mRNAs in diabetes might be associated with increased cancer and infection. Moreover, the KEGG pathway analysis revealed that the pathways, such as neuroactive ligand–receptor interaction, protein homodimerization activity, and cell proliferation, were involved in the pathogenesis of DCM. Previous studies have shown that protein homodimerization is associated with the complications of diabetes, including neuropathy (Iyer et al., 2019), diabetic foot ulcers (Embil and Nagai, 2002) and diabetic nephropathy (Erol et al., 2019). These pathway analysis results demonstrated that the phenotype of the STZ-induced DCM model is similar to that observed in diabetic progressive DCM patients, providing a new rationale for further study on DCM. In addition, the results of the ceRNA regulatory network revealed that lncRNA, XR_351927.3, ENSRNOT-00000089581, XR_597359.2, XR_591602.2, and XR_001842089.1 have maximum connections with DE-mRNAs, and AURKB, MELK, and CDK1 are potential regulatory targets of these lncRNAs throughout the development of DCM. Given that these five lncRNAs are associated with fibration, cell proliferation, and energy metabolism of cardiac myocytes, they may serve as potential therapeutic and diagnostic targets for DCM.

In conclusion, heart damage in the diabetic state is a major cause of cardiovascular complications in diabetic patients. The present study showed that many lncRNAs and mRNAs are deregulated in the DCM myocardium. In this study, an lncRNA-related ceRNA regulatory network was constructed to uncover the potential target lncRNAs, which provided therapeutic targets or diagnostic biomarkers of DCM.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus, accession number GSE197999.

How the deposited data were processed for this re-analysis (not part of the article)

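Left ventricular tissue of 5 control and 5 streptozotocin-injected model rats was sequenced, with 1 library per rat and no pooling. The authors trimmed reads with Trimmomatic, aligned them with HISAT2, assembled transcripts with StringTie and selected lncRNAs with Cuffcompare, CPC, Pfam and PLEK. The deposited expected counts (estimated counts) were made by the authors from these alignments without normalization, and were whole numbers for all mRNAs and fractional for part of the lncRNA transcripts. The deposited FPKM values were made by the authors from counts per kilobase of feature and per total of counted reads, with mRNAs scaled by the total of the mRNAs alone. The versions of these tools, the counting program and the genome build are not given in the sources used here. The main values come from the counts, and FPKM served for alternatives and for the examples of co-expressed pairs.

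Counts were rounded to whole numbers. mRNAs and lncRNA transcripts were fitted separately in R 4.3.3 with edgeR 4.0.16: default filter (minimum count 10, minimum total 15), TMM factors, quasi-likelihood fit with robust dispersion, and Benjamini-Hochberg adjustment over all tested mRNAs or transcripts. The standard error is the absolute log2 fold change divided by the square root of the F statistic. The thresholds stated by the paper, an unadjusted p of 0.05 or less with a fold change of 2 or more, were applied to the same test. The 27 mRNAs with date-like names were left out. Gene lists were tested with camera of limma 3.58.1 on log2 CPM at a preset correlation of 0.01, and again with an estimated correlation and with fry. Libraries were compared by 1 minus the Spearman correlation, with an exact permutation test. The procedure was tested on simulated data, where 6 unchanged mRNAs and 1 unchanged lncRNA transcript were called. Libraries were checked for repeated deposits within each group. Chi-square per degree of freedom between libraries of a group was 35.2 to 82.4, so that no library is a second copy of another of its group.

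Named mRNAs followed a rule set before the data were examined, when values of 560 entries of Table S1 had been seen. It takes the 12 highest and 12 lowest log2 fold changes among mRNAs with an adjusted p under 0.05, an average log2 CPM of 3 or more and no overlap between the groups. It adds the 8 mRNAs of RT-qPCR, AURKB, MELK and CDK1, and up to 4 members of each list or term with the smallest adjusted p. Of these, the text gives a part, and some items of these groups are not reported here. The 4 lncRNA transcripts outside the paper's groups, the examples of co-expressed pairs, Nppa and Nppb were picked after their values were seen, and so was the choice of Ech1, Kif22 and Kif11 as examples on chromosome 1. Of 44 lists written, 41 could be tested. No entry matched the mitochondrially encoded genes, and B cell and epicardial markers had 1 tested member each.

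Alternatives were DESeq2 1.42.0, RLE factors, no composition factor, a looser and a stricter filter, a fit without robust dispersion, voom with quality weights, limma-trend on log2 FPKM with pseudocounts of 0.1 and 1, a block for the replicate number, and leaving out each of the 10 libraries. For the splits of the libraries, 100 of 126 distinct ones were drawn. The classes of lncRNAs, miRNA interactions, RT-qPCR, histology, blood and echocardiography have no values in the deposited tables and were left out. Tables S1 and S3 were available in part, with the first 560 entries and the first 1998 connections. Correlations over the 10 libraries were not computed, because these form 2 groups.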

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

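The exact permutation tests of cell type markers, the tests of library scaling and depth, and leaving out controls 4 and 5 together were chosen only after the results were seen. Chance sets a library apart in about 1 of 20 groups, and 4 of 188 groups tested had one.

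XR_001842089.1 was lowest in control 1, at a log2 CPM of 5.63 against 6.40 to 6.58 in the other control rats. It was lowest in model 3 as well, at 4.38 against 5.39 to 5.60 in the other model rats. The mean log2 CPM of the sarcomere and calcium handling list was 10.2 in model 3, below the 10.4 of the other model rats. The TMM factor of the lncRNA counts was 0.763 in model 1 and 1.03 to 1.09 in the other model rats.

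The paper does not discuss the following lists, which camera called at the preset correlation and which have adjusted p values of 0.520 to 0.744 with an estimated correlation. Median log2 fold changes were 0.38 for fatty acid oxidation, 0.53 for PPAR alpha targets and lipid uptake and 0.49 for antioxidant and NRF2 targets. They were -0.18 for glucose uptake and glycolysis, -0.27 for the TCA cycle, -0.56 for nuclear-encoded oxidative phosphorylation and -0.56 for endoplasmic reticulum chaperones. They were -1.13 for immediate early genes and -0.87 for T cell markers. Glucose uptake and glycolysis (adjusted p 0.0490) lost its call in 8 of 22 alternatives, namely with voom, with the replicate block, without control 1, 4 or 5, without model 3 or 4 (0.108 without model 4, the highest on leaving out 1 library) and with an estimated correlation (0.553). Besides the estimated correlation, PPAR alpha targets and lipid uptake lost its call with the strict filter and immediate early genes with fry.

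Of 58 mRNAs of nuclear-encoded oxidative phosphorylation, 41 were lower in model rats with edgeR and none was higher (45 and 0 when adjusted over the list alone), among them Cycs (log2 fold change -0.72, SE 0.12) and Ndufc1 (-0.78, SE 0.14). After a trend on gene length was removed, camera gave a p of 8.231e-16 at the preset correlation, while the median went from -0.53 to -0.33 (61.9% kept). A trend with length alone would lower other mRNAs of like length too. Ribosomal protein genes (median length 706 bases, against 712 for the list) had a median log2 fold change of 0.048, and none of 34 passed edgeR. This argues against length alone as the source. After the removal the ribosomal median was 0.28, so the share kept does not tell how much of the change goes with length. Before this removal, the call of the list was lost with an estimated correlation (camera adjusted p = 0.520). Without a composition factor, which took the share of called mRNAs that were higher from 48.8% to 58.5%, 41 members were lower with edgeR, and with RLE factors 42, so the choice among these factors is argued against as the source. The mean of the cardiomyocyte markers was itself lower in each model rat than in any control rat (mean log2 CPM 11.6 to 11.8 against 11.9 to 12.2, camera adjusted p = 0.0955). Of the 12 markers 5 were lower and 2 higher with edgeR, with a median log2 fold change of -0.15, so their mean need not follow the share of cells. The list minus these markers was lower in model rats (difference -0.26, exact two-sided permutation p = 0.0317). Without controls 4 and 5, where it lay highest, the difference was -0.12 and did not pass (exact two-sided permutation p = 0.143). Without these controls 17 members were lower with edgeR, and the median log2 fold change of the list was -0.32, against -0.56 with all libraries. The camera adjusted p was then 1.207e-09 at the preset correlation. If fewer cardiomyocytes were the only change, the markers of other cell types would rise alike. The lists of 8 such types instead moved apart (exact permutation p = 0.00794, and 0.0357 without controls 4 and 5). Median log2 fold changes were -0.87 for T cell, -0.15 for fibroblast and 0.068 for macrophage markers. A fall of T cells beside fewer cardiomyocytes could give this too, so the test cannot decide on the share of cardiomyocytes. A smaller share of cardiomyocytes and a change of these mRNAs in diabetic hearts both stay open as hypotheses.

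Of 19 immediate early genes, which answer to stress and handling within a short time, 3 were lower with edgeR and none was higher (1 and 0 when adjusted over the list alone), namely Egr2 (-2.77, SE 0.67), Klf4 and Egr3 (-2.92, SE 0.87). Their calls were lost in 3, 7 and 10 of 21 alternatives. Without control replicate 4, 3 members were lower with edgeR, and the list had a median of -0.61. The camera adjusted p was then 0.0284 at the preset correlation. At that correlation 16 of 100 splits of the libraries called 15 lists or more, so this p cannot decide whether control 4 is the whole source. The mean log2 CPM of the list was 3.89 to 5.11 in the other control rats and 3.50 to 5.25 in model rats. With all libraries the call of the list was lost in camera with an estimated correlation (0.744) and with fry (0.239). The handling of the animals and tissue was not tested and stays open beside the disease.

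Mitosis and cell division had 32 of 38 members lower with edgeR and none higher (34 and 0 when adjusted over the list alone), with a median log2 fold change of -1.52, while the lowest mRNA total of a model rat was 0.921 times the highest of a control rat, which argues against depth. The list fell by more than the T cell markers (difference -0.55, exact two-sided permutation p = 0.00794, the smallest possible). An even fall of all T cells alone therefore does not account for it, while a larger loss of dividing T cells is not excluded. A smaller number of dividing cells of any type may account for the pattern and was not tested.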

How the results depend on the processing

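There were 282 comparisons of 14 main results with an alternative. Of these, 214 kept within 1.5 times the main count or, for the exact permutation p of the separation, on its side of the threshold, and 68 moved. A count could not be labelled as reversed, so only the separation could reverse, and it did not. The separation by lncRNA transcripts had an exact permutation p of 0.0159 with 1 minus the Pearson correlation of log2(FPKM + 1), against 0.00794. Of 5081 comparisons of named mRNAs and lncRNAs, 4755 kept their side of the threshold, 302 lost and 23 gained it, and 1 reversed, ENSRNOT00000080276 (-0.058 without model replicate 3, to 0.27 without control replicate 5). This set was narrowed after its results were seen, by leaving out 39 members of lists that did not pass. With them, 5484 of 5893 comparisons were kept, 302 lost and 78 gained a call, and 29 reversed, of which 28 belong to 10 of these members (adjusted p of 0.440 or more in the main analysis and 0.229 or more where reversed). For the 33 mRNAs named by size of change or by the paper, 691 of 692 were kept. These mRNAs were chosen for their difference in these same libraries, which favours that outcome. Of 902 comparisons of lists 833 were kept. The mRNA counts held except that requiring a fold change of 2 gave 196 higher and 304 lower, and FPKM without a filter 912 lower. At the thresholds of the paper the counts were 410 higher without a filter, 232 lower with the strict filter, and 94 higher and 89 lower with FPKM plus 1. The lncRNA calls moved in more of the alternatives than the mRNA calls. Leaving out 1 library gave 3 to 23 transcripts, 0 to 7 higher and 3 to 16 lower: 17 without control 1, 3 without control 2 or control 3, 8 without control 4, 10 without control 5, 7 without model 1 or model 3, and 10 without model 4 or model 5. In total, higher and lower, DESeq2 gave 133, 51 and 82, the strict filter 67, 28 and 39, voom 56, 19 and 37, FPKM plus 0.1 61, 22 and 39, FPKM plus 1 62, 21 and 41, FPKM without a filter 7, 2 and 5, and the replicate block 2, 0 and 2. RLE factors gave 5 higher and no filter 14 lower. At the thresholds of the paper lncRNAs were 182 higher and 227 lower with DESeq2, 316 and 354 without a filter, 33 and 55 with the strict filter, 118 higher with FPKM plus 0.1, 42 and 41 with FPKM plus 1, and 133 higher with FPKM without a filter. The cause was not tested. Camera with an estimated correlation called 0 of 41 lists. Replicate numbers did not pair the rats (correlations of -0.159 to 0.0557 in mRNAs), and the block gave 1012 higher and 1164 lower mRNAs. The share of called mRNAs that were higher went from 48.8% to 59.5% with FPKM without a filter. Leaving out controls 4 and 5 together, chosen after the values were seen, moved the oxidative phosphorylation list minus the cardiomyocyte markers from -0.26 to -0.12. The test of chromosome 1 was not run for want of a table of the same build.

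Lists that were not called changed direction as follows, with adjusted p values from camera. Fatty acid elongation did so with the strict filter (0.796), and pericyte markers with voom (0.989). Neutrophil markers did so without a filter (0.900), with FPKM plus 0.1 (0.947), FPKM plus 1 (0.908) and FPKM without a filter (0.773). Adipocyte markers did so with DESeq2 (0.880), without a filter (0.860) and with FPKM without a filter (0.761), atrial markers with DESeq2 (0.879) and valve markers with the block (0.9999). Others changed direction in part of the fits that left out 1 library, with adjusted p values over these fits of 0.491 to 0.929 for fibrosis signalling, 0.566 to 0.995 for angiogenesis, 0.572 to 0.987 for hypoxia targets, 0.0501 to 0.970 for ribosomal proteins, 0.512 to 0.987 for endothelial, 0.428 to 0.998 for pericyte, 0.0755 to 0.955 for macrophage, 0.405 to 0.987 for neutrophil, 0.622 to 0.998 for Schwann cell, 0.494 to 0.989 for atrial and 0.572 to 0.980 for valve markers. The cause was not tested.

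Of 100 splits of the libraries drawn from 126, only 1, the real one, gave as many mRNAs higher (1425 against 2 at most in the others) or lower (1497 against 2). The same held at the thresholds of the paper (246 and 363 against 164) and among lncRNA transcripts (31 against 3, and 66 and 112 against 62). Among the splits drawn, this argues against chance for these numbers. For the 66 higher lncRNA transcripts the margin was narrow, and a split that was not drawn could reach it. The mRNAs of the network (235 against 0) and of the enriched terms (154 against 0) also reached their number in only 1, but the study chose them on the real groups of these libraries, so the splits decide nothing for them. For the number of lists called, 16 splits reached the 15 of the real one, with 22 at most, so chance cannot be excluded.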

Differences from the paper's values

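At the thresholds of the paper, 66 lncRNA transcripts were higher in model rats where the paper's value is 182, and 112 were lower where the paper's value is 227. These come from the 2368 transcripts left by the filter on low counts, while the paper counts among 15633. Of the alternatives set before the data were examined, DESeq2, fitted without that filter, gave 182 and 227, the paper's values. FPKM without a filter gave 133 higher, within 1.5 times of the paper's value, and 138 lower, which is not. All other alternatives differed in both directions, with 64 to 95 higher and 93 to 132 lower where 1 library was left out, and 316 and 354 without a filter. mRNAs were 246 higher and 363 lower where the paper gives 339 and 489, within 1.5 times, and DESeq2 gave 338 and 488.

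Of 431 tested mRNAs in the part of Table S1 used here, 431 run in the direction of that table and 412 pass its thresholds. The paper reports Bok as higher by RT-qPCR, where its log2 fold change here was -1.19, and Hmox1, Pla2g7, Ckb, Col1a2, Col3a1 and Eno3 run as the paper says. Of the lncRNAs, the paper reports XR_349856.3, XR_146366.4 and XR_001842089 as higher, where they were -1.10, -1.61 and -1.08 here, and XR_590344.2 as lower, where it was 1.43. ENSRNOT00000080276, reported as higher, had 0.11 and did not pass. XR_350940.2, also reported as higher, had 0.89 and did not pass (adjusted p = 0.201 from edgeR). XR_357664.3 and XR_001842342.1 run as the paper says. In Fig. 2C the 49 labelled mRNAs, and in Fig. 2D the 30 labelled lncRNAs, are drawn in the direction opposite to the deposited columns. Items of the network that the paper counts as changed and that did not pass here passed under other settings: XR_597359.2 in 8 alternatives (DESeq2, no composition factor, the strict filter, no robust dispersion, voom, both FPKM settings with a filter, and without model 2), XR_001842089.1 with DESeq2 and the strict filter, ENSRNOT00000089581 with both FPKM settings with a filter, and E2f8 with DESeq2, voom and without model 2.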

Other observations

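Of 25 genes of fatty acid oxidation 12 were higher in model rats and 1 lower with edgeR (16 and 2 when adjusted over the list alone), including Hadha of the trifunctional protein (log2 fold change 0.88, SE 0.11) and Acad11, an acyl-CoA dehydrogenase (1.04, SE 0.14). PPAR alpha targets had 6 of 18 higher and none lower (6 and 2 when adjusted over the list alone). Antioxidant and NRF2 targets had 13 of 23 higher and none lower (14 and 0 when adjusted over the list alone), with Gclm of glutathione synthesis at 0.88 (SE 0.10) and catalase, Cat, at 0.71 (SE 0.09). Endoplasmic reticulum chaperones had 13 of 22 lower and none higher (14 and 0 when adjusted over the list alone), with Manf at -1.15 (SE 0.15) and calreticulin, Calr, at -0.81 (SE 0.13). The TCA cycle had 8 of 21 lower and none higher (10 and 0 when adjusted over the list alone), and glucose uptake and glycolysis 6 of 24 lower and 2 higher (7 and 2 when adjusted over the list alone). With an estimated correlation camera called none of these lists (adjusted p = 0.520 for the first 5, 0.553 for glycolysis).

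Heart genes moved both ways. Cardiac potassium and sodium channels had 5 of 22 higher and 8 lower (6 and 9 when adjusted over the list alone; camera adjusted p = 0.531 from limma), with the sodium channel subunit Scn4b at -1.56 (SE 0.16). Sarcomere and calcium handling had 5 of 26 higher and 9 lower (5 and 11 when adjusted over the list alone; camera adjusted p = 0.101 from limma). The fetal and stress programme had 1 of 17 higher and 3 lower (2 and 4 when adjusted over the list alone; camera adjusted p = 0.214 from limma). Nppb, the gene of brain natriuretic peptide, did not pass (log2 fold change -0.55, adjusted p = 0.536 from edgeR), nor did Nppa (1.49, adjusted p = 0.0701 from edgeR), which passed in 5 alternatives, DESeq2 among them. Insulin signalling and FoxO targets had 5 of 24 higher and 3 lower (8 and 4 when adjusted over the list alone). Ketone body metabolism had 2 of 7 on each side (2 and 2 when adjusted over the list alone), as had fibrosis signalling of 21 (2 and 3 when adjusted over the list alone), and no ribosomal protein of 34 passed.

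Among cell type markers, cardiomyocyte markers had 5 of 12 lower and 2 higher (5 and 2 when adjusted over the list alone), and their mean log2 CPM was 11.6 to 11.8 in model rats against 11.9 to 12.2 in control rats, without overlap. The camera adjusted p from limma was 0.0955 for this list, which was called in 2 of 22 alternatives, without control 3 (0.0461) and with fry (0.0160), and was 0.520 with an estimated correlation. T cell markers had 4 of 9 lower and none higher (8 and 0 when adjusted over the list alone; camera adjusted p = 0.00139 from limma, 0.520 with an estimated correlation). Endothelial markers had 2 of 12 higher and 1 lower (2 and 1 when adjusted over the list alone), Schwann cell and neuron markers 1 of 8 on each side, skeletal muscle markers 1 of 4 higher and 2 lower, and adipocyte markers 1 of 2 higher. No marker of macrophages (12), pericytes and smooth muscle (10), red blood cells (8), atria (6), neutrophils (4) or valves (3) passed edgeR, over all mRNAs or when adjusted over the list alone.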
